A study of Homo sapiens with 4 samples. Its data were reported in "Noncanonical formation of SNX5 gene-derived circular RNA regulates cancer growth" (2024).

How the data were processed

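RNA from SAS, an established human oral cancer cell line, was sequenced in 4 libraries. Per the labels, the cells had been infected with virus and carried either a control construct (Ctrl) or a short hairpin RNA against circSNX5 (shcSNX5), with replicates 1 and 2 in each group. CircSNX5 is a circular RNA, a closed loop formed when a downstream exon end of the SNX5 gene is joined back to an upstream exon start. The labels give a TruSeq mRNA kit for library construction, a kind that selects poly(A) RNA. They do not say whether the replicates came from separate cultures. The p-value of a gene therefore measures only the spread between these libraries, which may be technical.

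The authors deposited a gene table of estimated (expected) counts, which need not be whole numbers because reads that match several genes are shared out, and a second table with the count of total reads per library. The submitters' processing notes name Partek and the genome build hg38. The aligner, the counting method, the annotation release, their versions and the use of strand were not given in the sources used here. Between 78.4% and 80.2% of the deposited expected counts in a library lay within 0.02 of a whole number. The table listed 17943 genes, of which 13838 were protein coding and 2735 lncRNAs, and the smallest total of a listed gene over the 4 libraries was 10, so genes below that total were not analysed here. The mitochondrially encoded mRNAs, usually abundant in such libraries, together took between 109 and 210 counts per library, so no statement on RNA quality was drawn from them. Because the use of strand is not known, reads of overlapping and antisense genes cannot be told apart, and values of near-identical family members such as ribosomal proteins and keratins depend on how the authors shared out reads.

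Expected counts were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filterByExpr filter (minimum count 10, minimum total 15) and a model with the group only, all 4 libraries in 1 fit. This left 15111 genes. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The study states a threshold of at least 1.5-fold at a p under 0.05 and does not say whether that p was adjusted. It gives no test beside its list of genes. Genes past 1.5-fold and an unadjusted p under 0.05 in the same fit were also counted. These limits are called the study's thresholds here. Abundance is given in CPM, counts scaled to the TMM-adjusted library sizes, errors of CPM are SD over the 2 libraries of a group, and fold changes are shcSNX5 over Ctrl on the log2 scale with the standard error (SE) of the fit. For each gene the difference between the libraries of the same replicate number was also computed from log2 CPM with a prior count of 2.

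Before the data were examined, 26 gene lists were fixed: the host gene and sorting nexin-retromer coat, ADAM sheddases, Notch, small RNA machinery, DNA replication, mitosis, p53, apoptosis, mesenchymal, invasion, epithelial, keratinocyte differentiation, interferon, NF-kB, cholesterol, ATF4, endoplasmic reticulum chaperone, hypoxia, nucleolar and MYC, ERK, YAP/TEAD, NRF2, mitochondrially encoded mRNA, ribosomal protein and histone genes, and markers of fibroblast, immune and endothelial cells. Each list was tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, two-sided, and again with the correlation estimated from the libraries and with fry. At the preset correlation, the p-value sets the members of a list against the other genes. It rests on that assumed correlation rather than on the spread of the list between libraries. Also fixed beforehand was the rule for named genes: SNX5, ADAM10 and STAU1; the 12 top genes in each direction, by size of change among genes past the adjusted threshold or, where fewer than 5 passed, by smallest p among genes past the study's thresholds with a mean of at least 5 CPM and no overlap between groups; and up to 4 members of each list by smallest p. Here 4 were taken for lists past the camera threshold and 2 for the others. Genes named outside that rule are said to be so.

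The alternatives were DESeq2 1.42.0, limma-voom, DESeq2 size factors inside edgeR, no filter on low counts, a filter at a mean of 5 CPM, the replicate number as a block, and each library left out in turn; with 1 library left out, the remaining lone library was assumed to vary like the other group. Such a fit also leaves the replicate numbers unbalanced between groups, so part of any difference between numbers enters its values and calls. DESeq2 with the block, and the lists without heart genes, were added after the data had been seen. On simulated data with 200 changed genes among 14860, drawn with the means of each replicate number and the spread left after the number was accounted for, the group-only model was tested. There 0% of the 4-fold changes passed the adjusted threshold, while 98.5% of them passed the study's thresholds, as did 89.6% of the 2-fold and 32.8% of the 1.5-fold changes. The changed genes were picked only from genes with higher mean counts, and each changed equally in both numbers. These shares need not hold for genes at low counts.

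Gene positions, 3′ UTR sequences, GC content and transcript length came from GENCODE release 29 on GRCh38, matched by gene identifier without its version. Of the identifiers in the table, 98.7% matched. This release may differ from the one the authors counted with. Gene-level counts cannot separate circSNX5 from linear SNX5 mRNA, and a circular RNA has no poly(A) tail, so no value is given for circSNX5.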

Results

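To examine what followed the loss of circSNX5 in oral cancer cells, the transcriptomes of control (Ctrl) and circSNX5-knockdown (shcSNX5) SAS cells were compared, with 2 libraries per group. Total reads were 21133805 and 28352358 for Ctrl replicates 1 and 2, and 22123472 and 25749188 for shcSNX5 replicates 1 and 2. The expected counts assigned to genes summed to 18405258, 24590360, 19616505 and 22300570 in the same order, or 86.6% to 88.7% of the reads. The 10 most abundant genes took 4.60% to 5.09% of the counts of a library.

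The 4 libraries differed first by replicate number and then by group. The first principal component of log2 CPM held 73.1% of the variance and set both replicate 1 libraries apart from both replicate 2 libraries. The second held 16.8% and set the shcSNX5 libraries apart from the Ctrl libraries. Across genes, log2 CPM of libraries with the same number correlated at 0.986 and 0.988, whereas the libraries of 1 group correlated at 0.964 in Ctrl and 0.957 in shcSNX5. Both numbers hold 1 library of each group, so the differences within replicate 1 and within replicate 2 are given beside the pooled values.

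**Figure D1:**
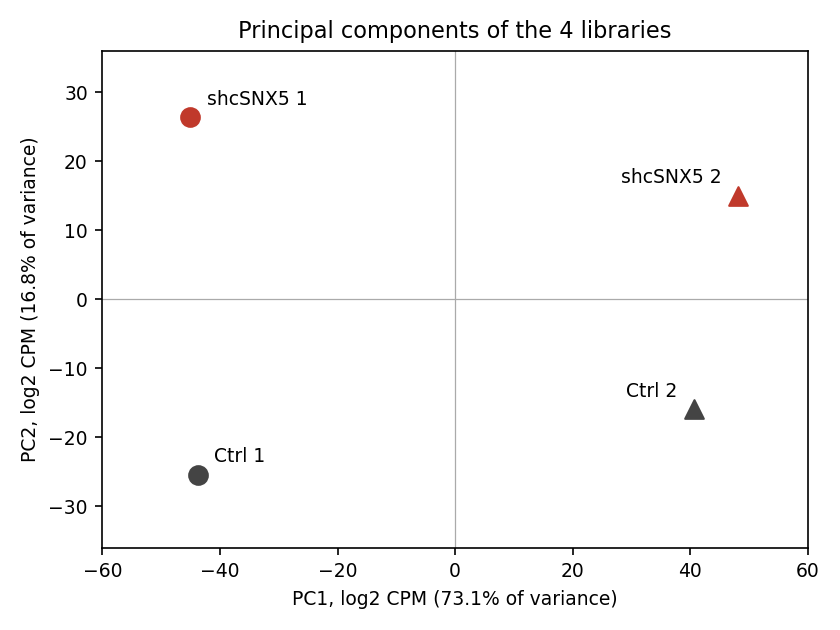
Scores of the 4 libraries on the first 2 principal components of log2 CPM, with the share of variance on each axis, circles for replicate 1, triangles for replicate 2, grey for Ctrl and red for shcSNX5. PC1 (73.1%) separates the replicate numbers and PC2 (16.8%) the groups.

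No difference in reads of the host gene was detected between the groups. SNX5 (ENSG00000089006.17, chromosome 20, 17941597 to 17968980 on the minus strand, GENCODE 29 on GRCh38), a sorting nexin of endosomal membranes, measured 395 ± 7.54 CPM in Ctrl and 401 ± 44.4 CPM in shcSNX5 (SD, n = 2). Its log2 fold change was 0.02, with a 95% interval from -0.38 to 0.43. The value within replicate 1 was 0.11 and within replicate 2 was -0.07. Its sign turned without Ctrl replicate 2 (-0.00071) or shcSNX5 replicate 1 (-0.10), and without shcSNX5 replicate 2 it was 0.13. The hairpin was aimed at the circular form, which these counts do not measure, so this comparison does not check the knockdown. STAU1 (ENSG00000124214.21, chromosome 20, 49113339 to 49188367), a double-stranded RNA-binding protein that the study linked to the formation of circSNX5, measured 349 ± 12.5 CPM in Ctrl and 342 ± 26.0 CPM in shcSNX5 (SD, n = 2), a log2 fold change of -0.03, which turned sign without Ctrl replicate 1 (0.0082) or shcSNX5 replicate 2 (0.04).

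ADAM10 mRNA was lower after knockdown. ADAM10 (ENSG00000137845.15, chromosome 15, 58588807 to 58749978 on the minus strand) encodes a membrane sheddase that cleaves Notch receptors and other surface proteins. It measured 243 ± 4.59 CPM in Ctrl and 148 ± 4.78 CPM in shcSNX5 (SD, n = 2), from 4355, 6023, 2779 and 3534 counts, a difference far larger than the spread within each group. The log2 fold change was -0.71 ± 0.15 (SE), or 1.64-fold lower, with values of -0.76 within replicate 1 and -0.66 within replicate 2. In edgeR with the group only, its unadjusted p was 0.0047 and its adjusted p 0.9998. It thus passed the study's thresholds but not the adjusted one, which this model did not reach even for simulated 4-fold changes. With the replicate number as a block, ADAM10 passed the adjusted threshold, as given under the dependence on processing. The study arrived at ADAM10 from sequencing and proteomic profiling of this knockdown, so its direction here is not independent evidence. Beyond that profiling, the study reported lower ADAM10 in knockdown cells by RT-qPCR and Western blot. The related sheddase ADAM17 stood at -0.14. Among the 16 measured ADAM sheddases and regulators, ADAM10 was the only gene past the study's thresholds, TIMP3, an inhibitor of matrix and ADAM proteases, stood at -0.49 (-0.31 without Ctrl replicate 1), and the list median was -0.06 (camera adjusted p = 0.081). The list passed the camera threshold without Ctrl replicate 1 (median -0.15) and without shcSNX5 replicate 2 (median -0.20), but its median was 0.04 without shcSNX5 replicate 1 and -0.0019 without Ctrl replicate 2, with no call in either. ADAM17 lies outside the rule for named genes and was picked after its value had been seen.

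Across the transcriptome, 61 genes were higher and 92 lower at the study's thresholds, 153 of 15111 genes tested. The 92 lower genes included ACTC1, MYL7 and NPPA, transcripts of heart muscle that were highest in Ctrl replicate 2 and are described below. How many of the 153 are of that kind was not counted. The higher genes named by the fixed rule were led by LCP1, the actin-bundling protein L-plastin, which went from 5.75 ± 0.92 to 19.2 ± 0.16 CPM (SD, n = 2), a log2 fold change of 1.74 ± 0.25 (SE), with 1.58 and 1.88 within replicates 1 and 2. With it stood SPTSSB, a subunit of serine palmitoyltransferase (1.12), KCNMA1, a calcium-activated potassium channel (1.28), the ETS factor ETV5 (0.86), the deubiquitinase STAMBPL1 (1.21), the kynurenine pathway enzyme KYNU (0.93), ATL1 (0.99), the mitochondrial thiolase ACAA2 (0.62), the acyltransferase GPAT3 (1.16), MITF, a transcription factor known from melanocytes (0.84), and GALNT10, an enzyme of O-glycosylation (0.70). The value of GALNT10 was 0.44 without shcSNX5 replicate 1.

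Among the lower genes CCDC71L had the smallest p, at 136 ± 6.23 CPM in Ctrl and 58.3 ± 2.00 CPM in shcSNX5 (SD, n = 2), a log2 fold change of -1.22 ± 0.14 (SE), with -1.23 and -1.21 within replicates 1 and 2. COL12A1, a collagen, was at -0.97, SULF2, an extracellular heparan sulfatase, at -0.88, the cytokine receptor IL7R at -0.79, the atypical cadherin CELSR2 at -0.70 and the secretory pathway kinase FAM20C at -0.80. The blood clotting initiator F3, or tissue factor, measured 1961 ± 35.7 CPM in Ctrl and 1138 ± 224 CPM in shcSNX5 (SD, n = 2), a log2 fold change of -0.79, and THBD, or thrombomodulin, was at -1.11. ADAM10, APOL4 (-1.60), OTUD1 (-1.31) and the ubiquitin ligase subunit FBXO32 (-0.77) completed the 12. OTUD1 was at -0.87 without Ctrl replicate 1.

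At the adjusted threshold, edgeR with the group only called 0 genes, with a smallest adjusted p of 0.9998, while 213 genes had an unadjusted p under 0.05. These 213 were 1.41% of the genes tested, below the share of 0.05 that unchanged genes alone would give. On simulated data this model called 0% of the 4-fold changes at the adjusted threshold, so the 0 does not show that no gene changed. With the replicate number as a block, edgeR did call genes, as given under the dependence on processing. Without the block, DESeq2 called 5 genes and limma-voom 0. The 5 genes, picked after their values had been seen, were CCDC71L and LCP1 together with 3 genes of heart muscle, ACTC1, MYL7 and NPPA, which were highest in Ctrl replicate 2, with 396, 283 and 1050 counts there against 54, 28 and 158 in Ctrl replicate 1. All 153 genes past the study's thresholds had the same sign within both replicate numbers, 114 of them by over 1.5-fold in each. Of the 153, 152 had no overlap between groups, a separation that chance alone gives 33.3% of genes and that 23.1% of all tested genes showed, but selection by p and fold favours such genes and a shared sign, so neither count is further evidence. With 1 library left out, the count at the study's thresholds was 155 without Ctrl replicate 1, 213 without Ctrl replicate 2, 207 without shcSNX5 replicate 1 and 246 without shcSNX5 replicate 2, and between 38 and 69 of the 153 passed these thresholds again.

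**Figure D2:**
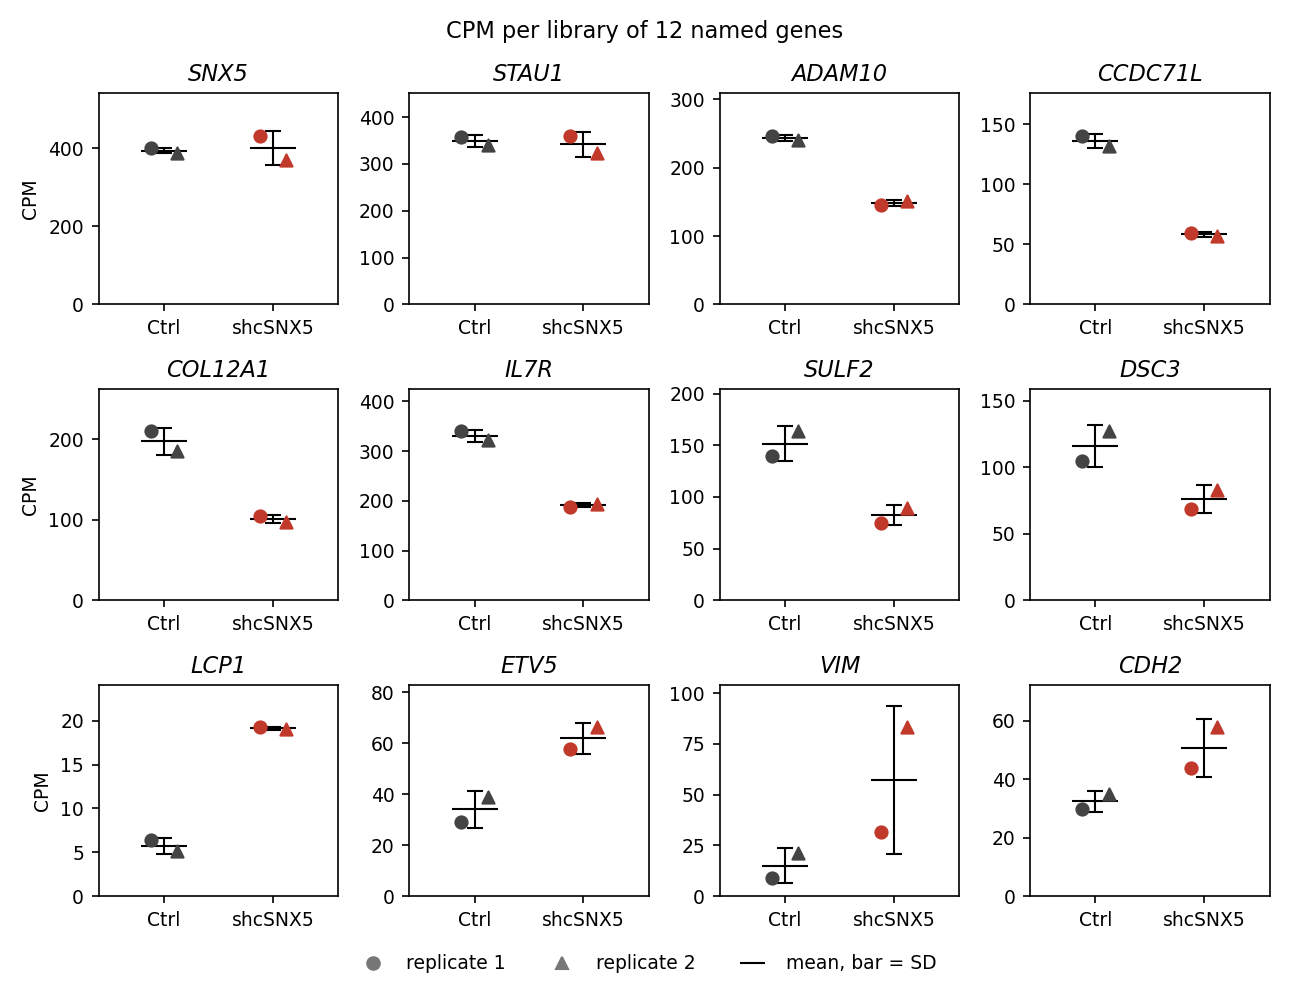
CPM (vertical axis, from 0) per library of 12 named genes in Ctrl (grey) and shcSNX5 (red), with circles for replicate 1, triangles for replicate 2, a bar at the mean and whiskers of 1 SD (n = 2). SNX5 and STAU1 overlap between groups, ADAM10 lies at 243 CPM in Ctrl and 148 CPM in shcSNX5, and VIM differs between replicate numbers within each group.

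Genes of squamous epithelium were lower in shcSNX5 as groups. Of 21 measured genes of epithelial adhesion and basal keratinocytes, 18 were lower and 3 higher, with a median log2 fold change of -0.31 (camera adjusted p = 7.5e-07; adjusted p = 0.68 with an estimated correlation). The median was -0.35 within replicate 1 and -0.26 within replicate 2. DSC3, a desmosomal cadherin, measured 116 ± 15.5 CPM in Ctrl and 75.8 ± 10.4 CPM in shcSNX5 (SD, n = 2) and was the only member past the study's thresholds. The desmosomal proteins DSP (-0.30) and PKP1 (-0.31) stood on the same side, as did KRT6B (-2.88), at under 1 CPM, with -6.68 without shcSNX5 replicate 1 and -1.84 without shcSNX5 replicate 2. This list kept its camera call with each library left out, although its median was -0.15 without Ctrl replicate 2 and -0.19 without shcSNX5 replicate 1. Keratinocyte differentiation genes had a median of -0.46 over 12 measured members, 11 of them lower (camera adjusted p = 2.5e-05; adjusted p = 0.77 with an estimated correlation), and -0.62 and -0.39 within replicates 1 and 2. The protease KLK5 measured 58.5 ± 23.9 CPM in Ctrl and 25.3 ± 3.005 CPM in shcSNX5 (SD, n = 2), a log2 fold change of -1.21. TGM1, a transglutaminase of the cornified envelope, was at -1.50, with -0.86 without Ctrl replicate 2, -0.87 without shcSNX5 replicate 1 and -2.71 without shcSNX5 replicate 2, and S100A8 (-3.73) and S100A7 (-2.32) had group means under 2 CPM. Without Ctrl replicate 1 the median of the differentiation list was 0.14, KLK5 was at -0.72, S100A7 at -1.53 and the camera call was lost, as it also was without shcSNX5 replicate 2 (median -0.24), while the median was -0.98 without Ctrl replicate 2 and -1.38 without shcSNX5 replicate 1.

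Invasion genes were lower as a group, while mesenchymal genes went both ways. Among 24 measured matrix proteases, laminin-332 chains and integrins, 23 were lower, with a median of -0.19 (camera adjusted p = 0.00078; adjusted p = 0.77 with an estimated correlation), -0.37 within replicate 1 and -0.13 within replicate 2. The matrix protein TNC, or tenascin-C, was at -0.85 ± 0.20 (SE), from 52.0 ± 8.24 CPM in Ctrl to 28.7 ± 1.95 CPM in shcSNX5 (SD, n = 2). The integrin chains ITGA3 (-0.41) and ITGB1 (-0.19) and the membrane-bound protease MMP14 (-0.22) did not pass the study's thresholds, and ITGA3 was at -0.24 without Ctrl replicate 2 and MMP14 at -0.11 without Ctrl replicate 1. Without shcSNX5 replicate 1 the list median was -0.02 and the call was lost, and without shcSNX5 replicate 2 the median was -0.36. Of 17 mesenchymal genes, 7 were higher and 10 lower, and the list was not called (camera adjusted p = 0.84), with a median of -0.07, a mean of 0.05 and a camera direction upwards. VIM, an intermediate filament protein, measured 14.9 ± 8.71 CPM in Ctrl and 57.4 ± 36.5 CPM in shcSNX5 (SD, n = 2), a log2 fold change of 1.94 ± 0.63 (SE). It was higher by 1.84 within replicate 1 and 1.97 within replicate 2. CDH2, or N-cadherin, was at 0.65. Without shcSNX5 replicate 2 these values were 1.07 and 0.43.

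Inflammatory and Notch genes were lower mainly within replicate 1. NF-kB targets and cytokines had a median of -0.39, with 16 of 18 members lower (camera adjusted p = 0.00058; adjusted p = 0.77 with an estimated correlation), but the median was -0.70 within replicate 1 and -0.06 within replicate 2. TNFAIP2 was at -0.62 and passed the study's thresholds; NFKB1 (-0.39), ICAM1 (-0.55) and IL1B (-0.70) did not. ICAM1 was at -0.28 without shcSNX5 replicate 1 and -0.92 without shcSNX5 replicate 2, and NFKB1 at -0.23 without shcSNX5 replicate 2. Without Ctrl replicate 1 the list median was 0.41, TNFAIP2 was at -0.36 and IL1B was at 0.15. That fit does not balance the replicate numbers, so the turned sign is not read as an effect of the group. The list median was -0.83 without Ctrl replicate 2, -0.68 without shcSNX5 replicate 1 and -0.21, with the call lost, without shcSNX5 replicate 2. Notch receptors and targets, of interest because ADAM10 cleaves these receptors, had a median of -0.19, with 7 of 11 lower (camera adjusted p = 0.046; adjusted p = 0.77 with an estimated correlation), and -0.38 and 0.01 within replicates 1 and 2. NOTCH3 measured 62.3 ± 4.65 CPM in Ctrl and 28.9 ± 15.7 CPM in shcSNX5 (SD, n = 2), a log2 fold change of -1.10 ± 0.40 (SE). It was -0.64 without shcSNX5 replicate 1 and -1.81 without shcSNX5 replicate 2. JAG2 (-0.30), NOTCH1 (-0.30) and JAG1 (-0.19) did not pass the study's thresholds, and without Ctrl replicate 1 NOTCH1 was at 0.07 and JAG1 at -0.03. JAG1 was at -0.33 and NOTCH1 at -0.60 without Ctrl replicate 2, and JAG2 was at -0.16 without shcSNX5 replicate 1 and -0.46 without shcSNX5 replicate 2. The Notch call was lost without Ctrl replicate 1 (median 0.24) or shcSNX5 replicate 1 (median -0.23), and under DESeq2 size factors, limma-voom or no filter, and the median without Ctrl replicate 2 was -0.40.

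Cholesterol, mitosis, NRF2 and ribosomal protein genes were higher as groups by small amounts. Of 23 measured genes of cholesterol synthesis and uptake, 22 were higher, with a median of 0.28 (camera adjusted p = 1.7e-06; adjusted p = 0.77 with an estimated correlation), 0.15 within replicate 1 and 0.38 within replicate 2. INSIG1, the sterol sensor partner, was at 0.69, STARD4 at 0.44, FDFT1 (squalene synthase) at 0.43 and HSD17B7 at 0.41, none past the study's thresholds. Leaving out 1 library gave 0.32 to 1.16 for INSIG1, 0.27 to 0.61 for STARD4 and 0.16 to 0.76 for FDFT1, lowest without Ctrl replicate 2 and highest without Ctrl replicate 1. The list median was 0.01 without Ctrl replicate 2 and 0.04 without shcSNX5 replicate 1, both without a call, 0.62 without Ctrl replicate 1 and 0.42 without shcSNX5 replicate 2. Among 29 mitotic genes 25 were higher, with a median of 0.14 (camera adjusted p = 0.00049; adjusted p = 0.77 with an estimated correlation) and 0.16 and 0.20 within replicates 1 and 2; PTTG1 was at 0.36, UBE2C at 0.35, CCNB2 at 0.31 and CDK1 at 0.30. The mitotic median was 0.03 without Ctrl replicate 2 and 0.07 without shcSNX5 replicate 1, with the call lost, 0.26 without Ctrl replicate 1 and 0.23 without shcSNX5 replicate 2. NRF2 targets had a median of 0.15, with 11 of 15 higher (camera adjusted p = 0.0088; adjusted p = 0.77 with an estimated correlation), and 0.24 within each replicate number. ME1 was at 0.43, GCLC at 0.41, and HMOX1 (0.98) and AKR1C3 (1.13) had group means under 3 CPM. Without shcSNX5 replicate 1 GCLC was at 0.12 and ME1 at 0.25, and without shcSNX5 replicate 2 they were at 0.64 and 0.58 and AKR1C3 at 0.52. That median was 0.05 without Ctrl replicate 2 and 0.02 without shcSNX5 replicate 1, with the call lost, 0.55 without Ctrl replicate 1 and 0.28 without shcSNX5 replicate 2. Of 75 cytosolic ribosomal proteins, a measure of library composition, 74 were higher, with a median of 0.11 (camera adjusted p = 0.00058; adjusted p = 0.77 with an estimated correlation), 0.07 and 0.13 within the replicate numbers and 0.03, without a call, on leaving out shcSNX5 replicate 2. RPS26 (0.39), RPL21 (0.25) and RPL13 (0.25) were among those with the smallest p, and RPS26 ranged from 0.19 without Ctrl replicate 2 to 0.63 without Ctrl replicate 1 and RPL21 was at 0.15 without shcSNX5 replicate 1.

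Of the 26 lists, 9 passed camera with the preset correlation and 0 with the estimated one, for which the smallest adjusted p was 0.68. The fry test also called 0. The estimated correlation and fry rest on the spread within groups, which holds the difference between replicate numbers, and neither was tried on simulated lists. These 0 calls therefore do not show that no list changed. Adjusted over the list alone, 0 members of any list passed in edgeR, and the smallest such p was 0.056. With the replicate number as a block, camera at the preset correlation called all 9 again in the same directions. The largest camera adjusted p among them was 0.0084, for Notch. A fit with 1 library left out unbalances the replicate numbers, so a call lost there does not by itself show dependence on a single library. Of these 9 lists, only the epithelial one kept its call with each library left out.

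**Figure D3:**
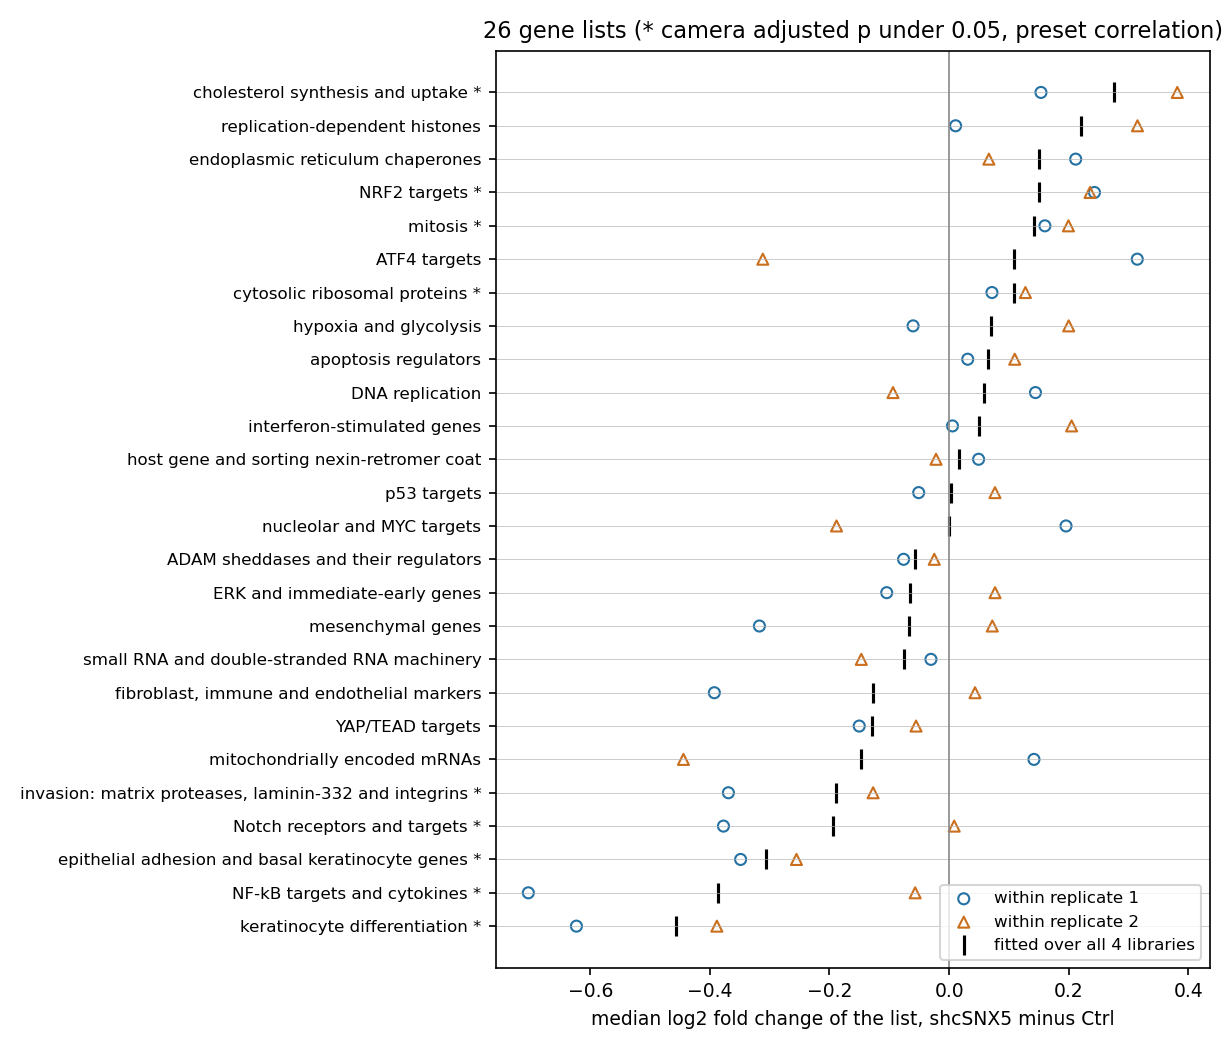
Median log2 fold change (horizontal axis, shcSNX5 minus Ctrl) of each of the 26 gene lists, as fitted over the 4 libraries (vertical ticks) and within replicate 1 (circles) and replicate 2 (triangles), with an asterisk on the 9 lists past the camera threshold at the preset correlation. The epithelial list lies at -0.35 and -0.26 within the replicate numbers, whereas Notch lies at -0.38 and 0.01.

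Like the ADAM sheddase and mesenchymal lists, 15 more lists were not called by camera in edgeR with the group only. Under DESeq2, camera called 3 of these uncalled lists lower. They were ADAM sheddases (adjusted p = 0.036), small RNA machinery (adjusted p = 0.045) and YAP/TEAD targets (adjusted p = 0.018). The 8 measured sorting nexins and retromer subunits had a median of 0.02 (camera adjusted p = 0.71), with SNX6 at 0.17 and SNX2 at 0.19. Among 19 genes of small RNA and double-stranded RNA machinery the median was -0.07 (camera adjusted p = 0.081), with the Argonaute protein AGO1 at -0.38 and DICER1 at -0.31. DNA replication (0.06), apoptosis (0.07), p53 targets (0.0025), nucleolar and MYC targets (0.00067) and interferon-stimulated genes (0.05) had medians near 0, with RFC4 at 0.30, CCNE1 at 0.32, CFLAR at -0.46, BAD at 0.35, ZMAT3 at 0.33, PHLDA3 at -0.35, NPM1 at 0.19, FBL at 0.18, IFIT1 at 0.44 and IFIT2 at -0.35. The median was 0.15 for endoplasmic reticulum chaperones (SDF2L1 0.78, PDIA6 0.19), 0.11 for ATF4 targets (SLC7A5 -0.51, ATF4 0.14), 0.07 for hypoxia and glycolysis (ADM 0.34; ANGPTL4 -1.55 within replicate 1 and 1.90 within replicate 2) and -0.13 for YAP/TEAD targets, with F3 past the study's thresholds and FSTL1 at -0.51. For ERK and immediate-early genes the median was -0.07 and the camera direction upwards (adjusted p = 0.80), with ETV5 past the study's thresholds upwards and PHLDA1 at -0.50. The 5 measured replication-dependent histones (median 0.22; H2BC5 0.39, H2AC6 0.22) and 8 mitochondrially encoded mRNAs (median -0.15; MT-CYB -0.50, MT-ND4 0.30) were at very low counts. Markers of fibroblast, immune and endothelial cells, of which 6 passed the filter, had a median of -0.13 (camera adjusted p = 0.084). The median of these markers was -0.73 in DESeq2, also without a call. CD14 was at -1.20, and DCN, or decorin, at -2.90, from 1.59 ± 0.73 CPM in Ctrl and 0.21 ± 0.07 CPM in shcSNX5 (SD, n = 2). DCN was highest in Ctrl replicate 2, at 2.11 CPM, as were the heart muscle genes named above.

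Many of the genes named from these uncalled lists moved when 1 library was left out. Such a fit no longer balances the replicate numbers between groups, so part of the difference between numbers enters these values. They therefore do not by themselves show dependence on a single library. With 1 library left out, the value ranged from 0.06 to 0.25 for SNX6, 0.02 to 0.36 for SNX2, 0.13 to 0.43 for RFC4, 0.17 to 0.45 for CCNE1, 0.06 to 0.58 for BAD, -0.54 to -0.14 for PHLDA3, 0.13 to 0.26 for NPM1, 0.21 to 0.71 for IFIT1 and -0.63 to -0.12 for IFIT2. It ranged from 0.44 to 1.20 for SDF2L1, -0.85 to -0.25 for SLC7A5, 0.06 to 0.21 for ATF4, 0.11 to 0.59 for ADM, -0.76 to -0.22 for FSTL1, -0.70 to -0.30 for PHLDA1 and 0.04 to 0.60 for MT-ND4. The sign turned for PDIA6 without Ctrl replicate 2 (-0.05) or shcSNX5 replicate 1 (-0.06), for ANGPTL4 without shcSNX5 replicate 2 (-3.95), for H2BC5 without Ctrl replicate 2 (-0.32), for H2AC6 without Ctrl replicate 2 (-0.26) or shcSNX5 replicate 1 (-0.86), and for CD14 without Ctrl replicate 1 (0.11).

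Several of these uncalled lists passed camera once a library was left out. The medians without Ctrl replicate 1, Ctrl replicate 2, shcSNX5 replicate 1 and shcSNX5 replicate 2 were in turn 1.20, -0.67, -0.73 and 0.50 for ERK and immediate-early genes, 0.27, -0.19, -0.39 and 0.31 for DNA replication, -0.13, 0.52, 0.54 and -0.47 for hypoxia and glycolysis, and -0.04, -1.13, -1.02 and -0.78 for the markers of other cell types, each past the camera threshold. Endoplasmic reticulum chaperones were called without Ctrl replicate 1 (0.55), shcSNX5 replicate 1 (-0.32) and shcSNX5 replicate 2 (0.48), YAP/TEAD targets without Ctrl replicate 2 (-0.38) and shcSNX5 replicate 1 (-0.27), nucleolar and MYC targets without shcSNX5 replicate 1 (-0.30) and shcSNX5 replicate 2 (0.25), histones without Ctrl replicate 1 (0.89) and shcSNX5 replicate 2 (0.63), ATF4 targets without Ctrl replicate 2 (0.31), interferon-stimulated genes without Ctrl replicate 1 (0.28), and small RNA machinery (-0.24) and mitochondrially encoded mRNAs (-0.85) without shcSNX5 replicate 1.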

Values the study reported

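The study reported 63 genes with a changed level after knockdown of circSNX5, at a fold change of at least 1.5 in either direction and a p value under 0.05.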

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

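DESeq2 with the replicate block and the lists without heart genes were chosen after the results were seen. ADAM10 was lower in every alternative, between -0.75 and -0.69 with 1 library left out. No gene passed the adjusted threshold in edgeR with DESeq2 size factors, without a filter, with a filter of 5 CPM or with any 1 library left out, nor in limma-voom. DESeq2 called 5 genes; the cause was not tested. The filter of 5 CPM left 96 genes at the study's thresholds, with fewer genes tested, turned the median of the other-cell-type markers to 0.28 and left no histone or mitochondrially encoded genes to test. In limma-voom the mesenchymal list was tested downwards, with a median of -0.059. The median of keratinocyte differentiation was -0.73 in DESeq2, against -0.46 in edgeR, and camera called that list lower in both. Lists called by camera numbered 7 to 12 under the other tests, filters and scaling, 9 without heart genes, 0 with the estimated correlation and 0 with fry. Scaling and pseudocount choices for normalized values did not apply, since the table holds counts.

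The labels give both groups replicate numbers 1 and 2. Deviations from the group means correlated at 0.74 across genes between libraries of the same number, and splitting the libraries by number called 3072 genes, against 0 for the groups and 0 for the crossed split, which points to a structure of the samples by number. At an unadjusted p under 0.05 the groups gave 213 genes and the crossed split 24. At the study's thresholds they gave 153 and 21. In the crossed split the group difference also counts as spread, so its counts are no clean measure of chance. With a replicate block, edgeR called 364 genes (107 higher, 257 lower) and 626 passed the study's thresholds. After trends on GC content and transcript length were removed, edgeR with the block called 235. DESeq2 with the replicate block called 123 (13 higher, 110 lower), and 311 passed the study's thresholds. Camera with the block in edgeR, at the preset correlation, called 10 lists. They were the 9 called without the block, in the same directions, and endoplasmic reticulum chaperones, which were higher (adjusted p = 0.012). On simulated data with the same difference between numbers, the block called 61.2%, 92.5% and 100% of the 1.5-fold, 2-fold and 4-fold changes, and the group-only model 0%. These data were drawn with the number as a term and equal changes in both numbers, so the comparison favours the block by design. Of the 153 genes, 121 were among the 364. ADAM10 passed with the block in edgeR, at -0.71 (adjusted p = 0.0001), and in DESeq2, at -0.72 (adjusted p = 2.3e-05). Without the block its adjusted p was 0.89 or more. Nucleolar and MYC targets turned to a median of -0.031 in edgeR and -0.039 in DESeq2, and ERK genes were tested downwards, with medians of -0.0031 and -0.0092. Whether the numbers stand for shared cultures or runs is not stated.

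With 1 library left out, each number is no longer balanced between groups. The lowest and highest values were 155 and 246 genes at the study's thresholds, 12 and 15 lists called, -0.10 and 0.13 for SNX5, -0.12 and 0.043 for STAU1, -0.60 and 0.070 for NOTCH1, -1.24 and 0.15 for IL1B, -0.062 and 0.47 for PDIA6, -3.95 and 3.79 for ANGPTL4, -0.32 and 1.62 for H2BC5, -0.86 and 0.89 for H2AC6, and -1.89 and 0.11 for CD14. List medians ranged from -0.40 to 0.24 for Notch, -0.24 to 0.043 for small RNA machinery, -0.39 to 0.31 for DNA replication, -0.10 to 0.16 for p53 targets, 0.00997 to 0.19 for apoptosis (tested downwards at its lowest), -0.21 to 0.11 for mesenchymal genes, -0.15 to 0.28 for interferon-stimulated genes, -0.83 to 0.41 for NF-kB, 0.0066 to 0.62 for cholesterol (tested downwards at its lowest), -0.20 to 0.31 for ATF4 targets, -0.32 to 0.55 for endoplasmic reticulum chaperones, -0.47 to 0.54 for hypoxia, -0.30 to 0.25 for nucleolar and MYC targets, -0.73 to 1.20 for ERK genes, -0.38 to 0.088 for YAP/TEAD targets, -0.85 to 0.50 for mitochondrially encoded mRNAs and -0.86 to 0.89 for histones.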

Other observations

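The test of the knockdown alone on heart muscle genes was chosen after its result was seen. Immediate-early and hypoxia genes differed between the replicate numbers in both groups. With the group in the model, edgeR called 5217 genes between numbers, 2639 higher and 2578 lower in number 2. The immediate-early genes FOSB (782-fold), FOS (51.8-fold), ATF3 (31.4-fold) and EGR1 (10.4-fold), the matricellular YAP target CCN2 (96.9-fold), the cytokine IL6 (13.2-fold) and the chaperone HSPA5 (3.22-fold) were higher in number 1. TXNIP (9.71-fold), DDIT4 (8.57-fold), and the hypoxia-induced genes CA9 (7.30-fold) and NDRG1 (5.61-fold) were higher in number 2. These genes lie outside the rule for named genes and were picked after their values had been seen. By list, the median log2 difference of number 2 from number 1 was -1.48 for ERK and immediate-early genes, 0.74 for hypoxia and glycolysis, -0.77 for endoplasmic reticulum chaperones, -0.54 for DNA replication, -0.37 for nucleolar and MYC targets, -0.32 for YAP/TEAD targets and -1.42 for histones, each past the camera threshold at the preset correlation. So were 7 of the lists called between the groups, with -0.69 for NF-kB targets, -0.63 for keratinocyte differentiation, -0.49 for cholesterol, -0.33 for NRF2 targets, -0.28 for Notch, -0.21 for mitosis and 0.14 for epithelial genes. ATF4 targets (-0.0049) and p53 targets (-0.08) were among the 12 lists not called. An estimated correlation was not used for this contrast.

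For this split, 80.1% of the calls were made again after all libraries had been thinned to the same total, and 91.0% after trends on GC content and transcript length had been removed from each library. Both argue against depth, and against these trends, as the whole cause. The labels name nothing that differs between the numbers, so a difference in culture or processing stays open and no biological explanation was tested.

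Transcripts of heart muscle, which SAS cells are not known to make, were present at low level and highest in Ctrl replicate 2. The 22 cardiac genes seen first and the 22 others together took 46.9, 166, 21.9 and 29.7 CPM in Ctrl replicates 1 and 2 and shcSNX5 replicates 1 and 2. Of the 22 cardiac genes whose values had not been seen, 19 were highest in Ctrl replicate 2 (86.4%, exact Clopper-Pearson interval 65.1% to 97.1%, with genes not independent), against 21.2% of all genes. Of 9 unseen genes of other heart cells, 4 were, so RNA from heart tissue may be present but cannot be told apart from another source of muscle transcripts. The median ratio of Ctrl replicate 2 to Ctrl replicate 1 over the 22 genes not seen before, which were not chosen for the pattern, was 3.70, with 21 of them above 1, which argues against the knockdown alone, since both libraries are controls.

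The study linked circSNX5 to miR-323a-5p, a microRNA whose release on loss of the circle could lower its targets. The study's evidence for this link came from ADAM10 protein and from reporter, pull-down and rescue assays. The test here was of mRNA only, and the level of the microRNA was not measured. Among 12623 genes with a 3′ UTR, 1006 held the site GACCACC, and their log2 fold change differed from that of genes without the site, matched on 3′ UTR length, by -0.0089, which ranked 69 from the lowest among all words of the same letters, at 65.7% of their number. The difference was -0.04 within replicate 1 and 0.02 within replicate 2. Of the 83 searched genes that were lower at the study's thresholds, 5 held the site. That was 6.02%, against 7.97% of all genes searched. On simulated data a shift of 0.1 ranked 1, so a general fall of that size over the site genes was not seen. An effect on a few targets such as ADAM10 stays open. ADAM10 holds 2 sites in a 3′ UTR of 8743 bases, the longest annotated for it.

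At the study's thresholds 153 genes were found here. The study listed fewer, and as no test is given beside its list, the cause of the difference was not tested.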
